A study of Homo sapiens with 6 samples. Its data were reported in "The ANXA2P1-hnRNP F-HK2/c-Myc Positive Feedback Loop Promotes Proliferation and Glycolytic Metabolism in Gastric Cancer" (2026).

How the data were processed

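Poly(A) RNA was sequenced from AGS cells, a line established from a human gastric adenocarcinoma, in 3 control libraries and 3 ANXA2P1 knockdown libraries. ANXA2P1 is a processed pseudogene of ANXA2, that is, an inserted copy of the mRNA of the membrane-binding protein annexin A2. The labels describe the control as transfected with a scrambled short hairpin RNA (shRNA, a transcript that is cut into a small interfering RNA) and name an ANXA2P1 shRNA pool. The study's methods describe the same experiment as CRISPR interference, in which a catalytically dead Cas9 fused to the KRAB repressor is guided to a promoter, so the means of knockdown was not the same in both sources. Groups were taken from the treatment label, and the labels call the replicates biological. The labels word the treatment differently for control and knockdown samples, whose records were registered in separate runs. Whether both groups were prepared and sequenced together is not given in the sources used here, and a batch that follows the groups could not be told from the knockdown in any comparison.

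The authors captured mRNA on oligo-dT beads, fragmented it and made libraries with a U-labelled second strand. Per the labels' processing notes, Bowtie2, TopHat and the hg38 build were used, with no versions. The read counter, the gene annotation, the strand setting and the low-value filter are not given in the sources used here. The authors deposited 1 table of FPKM values (fragments per kilobase of gene, scaled to the reads of the library) with 1 column per library and 11846 genes. Its lowest mean FPKM over the libraries was 0.167, and 99.8% of the genes matched to GENCODE release 29 were protein-coding. ANXA2P1 itself was not analysed here, so the labels could not be checked with the targeted gene. FPKM values without a strand setting can mix reads of overlapping and antisense genes, and reads shared between near-identical copies, such as ANXA2 and its pseudogenes, can be assigned to either.

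Whole reads per gene were recovered from the FPKM values, because the values of a gene in a library are whole multiples of what 1 read is worth. With a tolerance of 0.001 to 0.05 reads and at most 200000 reads per gene, whole reads came out for 11844 of 11846 genes, or 99.98%. On simulated values the step returned the true reads for 98.3% of 1484 genes. The recovered totals were 22286445, 21103051 and 22911995 reads in control libraries 1, 2 and 3, and 19010940, 21467162 and 21168669 reads in knockdown libraries 1, 2 and 3. The median gene had 819 reads per library. Replicates of a group were compared with a chi-square test on these reads. The chi-square per degree of freedom lay between 3.01 and 39.5, so no pair agreed within sampling noise and no library was counted as a duplicate.

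The comparison was fitted with limma (lmFit, then eBayes with trend and robust settings) on log2(FPKM + 0.1) over all 6 libraries with no covariate. A fold change is on that scale, which understates the change of low genes. Genes with a mean FPKM of at least 0.5 were tested (10813), and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. A second count, called the study's thresholds here, took a fold change above 1.2 in either direction, which the study gives for these data, at an unadjusted p under 0.05, which it gives for its statistics in general. A share of genes has an exact Clopper-Pearson 95% interval, which covers counting error only. On simulated data with 200 changed genes among 10813 (5 simulations), 77.1% of genes changed by 0.5 on the log2 scale and 97.8% of those changed by 1 were recovered, with 11.4 false calls on average. The tricarboxylic acid cycle genes were shifted as well. Simulated noise was independent between genes and libraries and no library was set apart. These shares therefore do not give the power in the real libraries, where genes moved together.

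Gene lists (27) were tested with limma's camera, two-sided, with a preset correlation of 0.01 between genes, and adjusted over the 25 lists with at least 5 tested members. They covered the KEGG glycolysis genes named by the study, the core glycolytic enzymes, MYC targets, G1/S and G2/M genes, CDK inhibitors and p53 targets, hnRNPs, cleavage and polyadenylation factors, SR proteins, annexins, interferon-stimulated genes, ATF4 and amino acid response genes, endoplasmic reticulum stress, heat shock, cholesterol synthesis, hypoxia, respiratory chain, tricarboxylic acid cycle, ribosomal proteins, mitochondrially encoded genes, histones, migration genes, Wnt targets, and markers of stomach epithelium, intestinal epithelium, fibroblasts and endothelium, and blood cells. The tests, lists, filters and the rule for named genes were fixed before the data were examined. The rule took the focal genes of the study, up to 12 genes per direction with the largest change among those past the adjusted p with a mean FPKM of at least 1 and non-overlapping groups, and the 2 members of each list with the lowest p in each direction. It gave 120 genes, of which the text names a subset chosen after their values were seen. DUSP6, SPRY4, ETV4 and ETV5 fall outside the rule and were chosen after their values were seen. HNRNPH1, HNRNPH2 and HNRNPH3 also fall outside it and enter only a test of paralogs, which was set before their values were seen. The values of 1 gene that the rule names are not reported here, although it is included in the counts.

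Alternatives were other pseudocounts, other filters, 3 other scalings, array weights, limma without trend or robust settings, a replicate block, each library left out in turn, an estimated correlation between genes and the fry test. Voom weights on the recovered reads and removal of a smooth trend (spline with 5 degrees of freedom) on transcript GC content and length were added after seeing the data, for 19 settings in all of the gene test. Also added after seeing the data was a scan of 3′UTR words. For each of 16127 words of 7 letters, the log2 fold changes of genes with and without the word in the annotated 3′UTR were compared as a z value, adjusted for 3′UTR length and GC content. The words paired by the seed of an shRNA, the part of a small RNA that recognizes 3′UTR sites, were derived for both strands of 9 hairpins whose sequences the study lists. R 4.3.3, limma 3.58.1, statmod 1.5.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used, and gene positions are from GENCODE release 29 on hg38.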

Results

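Poly(A) RNA-seq of AGS gastric adenocarcinoma cells, with 3 control and 3 ANXA2P1 knockdown libraries, was used to ask which mRNAs change when this pseudogene is knocked down. Depth was similar, with 19010940 to 22911995 recovered reads per library. ANXA2P1 is annotated on chromosome 4 from 153307792 to 153308717 on the minus strand (hg38) as a processed pseudogene, and its own level was not analysed here. Its parent gene ANXA2, which encodes a calcium-dependent membrane-binding protein, had 149 ± 15.4 FPKM in the control and 153 ± 0.628 FPKM after ANXA2P1 knockdown (SD, n = 3 each). The log2 fold change was 0.05 with an SE of 0.0832 (limma adjusted p = 0.873).

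After ANXA2P1 knockdown, HNRNPF, the gene of the RNA-binding protein hnRNP F, fell from 151 ± 3.48 to 80.4 ± 8.51 FPKM (SD, n = 3). HK2, the gene of hexokinase 2, which phosphorylates glucose at the entry of glycolysis, fell from 16.4 ± 0.930 to 11.3 ± 0.422 FPKM. The cell cycle gene CCND1, which encodes cyclin D1, fell from 84.2 ± 1.08 to 55.9 ± 1.23 FPKM. TOB2, an antiproliferative gene of the BTG/TOB family, rose from 29.2 ± 0.713 to 41.3 ± 2.31 FPKM. In limma, 14 of 10813 genes passed an adjusted p of 0.05, with 12 lower and 2 higher in the knockdown. All 14 had non-overlapping groups, which 19.0% of all tested genes had and which chance gives for 10%.

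HNRNPF lies on chromosome 10 from 43385617 to 43409166 on the minus strand. Its log2 fold change was −0.91 with an SE of 0.0856 (limma adjusted p = 0.0279). HK2 lies on chromosome 2 from 74833981 to 74893359 on the plus strand. Its log2 fold change was −0.53 with an SE of 0.0679 (limma adjusted p = 0.0406). The coding sequences of both mRNAs hold 19-base stretches identical to shRNAs that the study lists against these genes. Such a match is given by design and says nothing about these libraries. Genes with the seed words of 1 such shRNA for each gene in the 3′UTR lay lower in the knockdown libraries. The words follow from the listed sequences, but these shRNAs were singled out by how their words ranked in these same fold changes. The 3′UTRs of HNRNPF and HK2 themselves hold none of those words. The other listed shRNAs, hnRNP F shRNA 2 and HK2 shRNA 1, match their mRNAs equally. Their antisense seed words ranked at 77.2% and 45.7%, and at 11.7% and 93.3%, of all words from the lowest. The SFPQ gene, which encodes another RNA-binding protein that the study examined beside hnRNP F, had 74.0 ± 2.71 and 75.1 ± 4.93 FPKM in the control and the knockdown (SD, n = 3; log2 fold change 0.02).

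**Figure D1:**
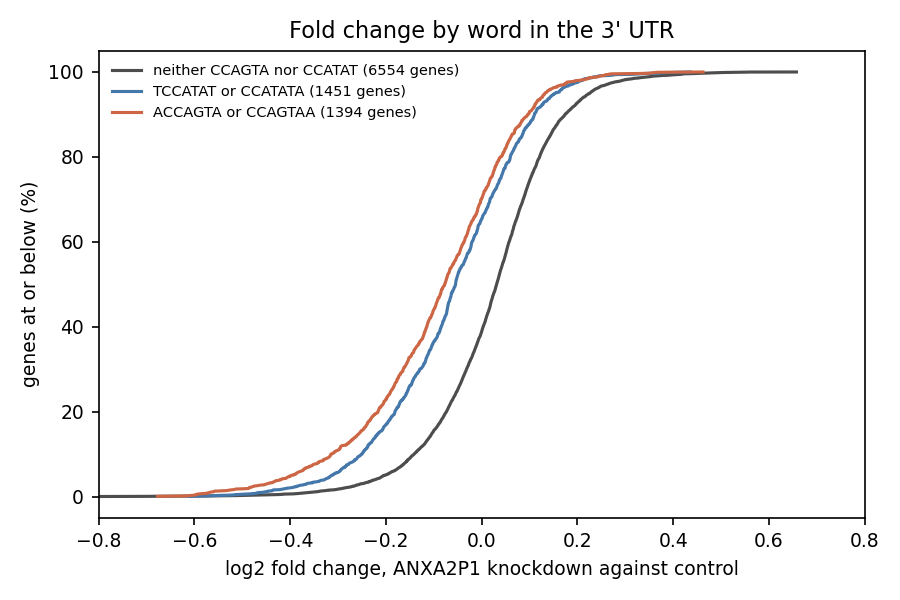
Cumulative percent of genes (vertical axis) against log2 fold change (horizontal axis) for genes with neither word CCAGTA nor CCATAT in the 3′UTR (6554 genes), with TCCATAT or CCATATA (1451 genes) and with ACCAGTA or CCAGTAA (1394 genes). The curves of genes with the words lie to the left; the words were singled out from these fold changes, and the curves are not matched on 3′UTR length or GC content.

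PIM1, a serine/threonine kinase induced by cytokines, fell by 0.71 on the log2 scale, IFNGR1, a chain of the interferon gamma receptor, by 0.60, and JAK1, a kinase that signals from cytokine receptors, by 0.53. The planar polarity gene VANGL1 fell by 0.53. CBFB, a partner of the RUNX transcription factors, fell by 0.57, and the histone chaperone gene ASF1A by 0.44. DDAH1, an enzyme that breaks down methylated arginine, fell by 0.61, the zinc transporter gene SLC30A7 by 0.63 and the transporter family gene MFSD14B by 0.68. The rise of TOB2 was 0.50 on the log2 scale. The limma adjusted p of DDAH1 was 0.0375, and those of the other genes of this paragraph were 0.0406.

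**Figure D2:**
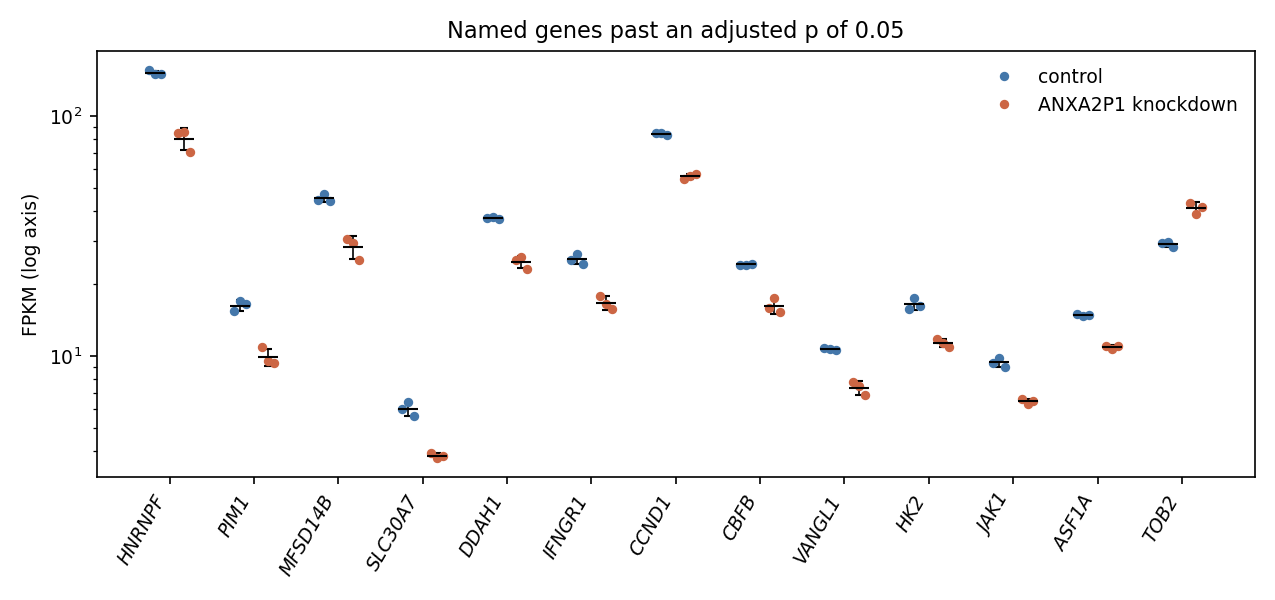
FPKM of 13 named genes past an adjusted p of 0.05 on a log axis, with 1 point per library, control in blue and ANXA2P1 knockdown in orange; horizontal lines are group means and bars are SD (n = 3). For each gene the 3 control points lie apart from the 3 knockdown points, and for TOB2 the knockdown lies higher.

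The number of called genes depended on which library was left out. No gene passed when control 1, control 2, control 3 or knockdown 2 was left out (697, 794, 696 and 823 genes at an unadjusted p under 0.05 in limma), 5 passed without knockdown 3, and 256 passed without knockdown 1, among them all 14. At an unadjusted p under 0.05 there were 1149 genes with all libraries, where chance gives 541. At the thresholds of the study 528 genes changed, of which 362 were lower and 166 higher, or 68.6% lower (95% interval 64.4 to 72.5%). With array weights, which give libraries unequal weight, 347 were lower and 272 higher.

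Glycolysis genes as a group did not pass the test with all 6 libraries of equal weight. Of 42 tested KEGG glycolysis genes, 1 fell and none rose. HK2 was that gene, and with p-values adjusted over the list alone 2 fell. The other was ALDH9A1, an aldehyde dehydrogenase, with a log2 fold change of −0.40 (limma adjusted p = 0.0905 over all genes). The median of the list was −0.02 on the log2 scale (camera adjusted p = 0.271, and adjusted p = 0.937 with an estimated correlation). Among the 24 core genes, HK2 fell and 2 fell adjusted over the list alone, the other being the lactate transporter gene SLC16A1 (log2 fold change −0.27, limma adjusted p = 0.132). LDHA, which turns pyruvate into lactate, and PKM, which makes pyruvate, had log2 fold changes of −0.16 and 0.11 (limma adjusted p = 0.608 and 0.624). The core list had a median of 0.01 and a camera adjusted p of 0.271, and its mean was −0.05. Without knockdown 1 the camera adjusted p of the KEGG list was 0.0159 (adjusted p = 0.926 with an estimated correlation), and without knockdown 3 its direction turned to higher with an adjusted p of 0.927. With array weights both glycolysis lists lay lower (camera adjusted p = 0.00963 for the KEGG list and 0.0170 for the core list, and adjusted p = 0.898 for each with an estimated correlation).

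Cell cycle genes lay lower as groups with the preset correlation. Of 48 tested G1/S and DNA replication genes, CCND1 fell and 44 had negative log2 fold changes, with a median of −0.11 (camera adjusted p = 4.5e-07, and adjusted p = 0.937 with an estimated correlation). Adjusted over the list alone the count was also 1. All 38 tested G2/M genes had negative values with a median of −0.20 (camera adjusted p = 3.5e-06, and adjusted p = 0.937 with an estimated correlation), and none passed over all genes or adjusted over the list alone. CDC25C, a phosphatase that opens mitosis, had a log2 fold change of −0.37, and E2F2, a transcription factor of S phase, −0.28. Knockdown 1 stood apart, with a G2/M median of −0.48 against the control mean, beside −0.06 and −0.03 in knockdown 2 and 3. The latter lay within the range of the controls, which had 0.14, −0.21 and 0.05. The G1/S median was −0.28 in knockdown 1 and −0.03 and −0.09 in knockdown 2 and 3, beside 0.09, −0.12 and 0.02 in the controls. Without knockdown 1 the camera adjusted p of G2/M was 0.20, and that of G1/S was 0.0159 with a median of −0.06 (adjusted p = 0.972 with an estimated correlation). MYC had a log2 fold change of −0.35 (limma adjusted p = 0.223, and limma adjusted p = 0.0132 without knockdown 1) and CDK4, a kinase of cyclin D1, 0.03. The CDKN2B gene, which encodes a CDK4 inhibitor, and BTG2, an antiproliferative gene, had log2 fold changes of 0.53 (limma adjusted p = 0.0537) and 0.48 (limma adjusted p = 0.0693). Both belong to the 29 CDK inhibitor and p53 target genes, where these 2 rose and TIGAR, a p53 target that acts on glycolysis, fell adjusted over the list alone, none over all genes, and the camera adjusted p was 0.910 (median 0.01). Among 56 MYC targets, HK2 fell, 1 fell adjusted over the list alone, and the median was −0.05 (camera adjusted p = 0.172). Among 25 Wnt targets, CCND1 fell, 3 fell adjusted over the list alone (CCND1, MYC and the Wnt receptor gene FZD5), and the median was −0.02 (camera adjusted p = 0.339).

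ATF4 and amino acid response genes lay lower, and interferon-stimulated and cholesterol genes higher, with no member past the adjusted p in any of the 3 lists, over all genes or adjusted over the list alone. In the ATF4 list 24 of 27 genes were negative, with a median of −0.23 (camera adjusted p = 1.5e-05, and adjusted p = 0.937 with an estimated correlation). MTHFD2, a mitochondrial folate enzyme, had a log2 fold change of −0.60 (limma adjusted p = 0.185), and XPOT, a tRNA exporter, −0.32. Among 36 interferon-stimulated genes 28 were positive, with a median of 0.09 (camera adjusted p = 0.0179, and adjusted p = 0.937 with an estimated correlation). The antiviral genes OASL and IFIT1 had log2 fold changes of 0.38 and 0.26. Of 25 cholesterol synthesis and uptake genes, 23 were positive, with a median of 0.08 (camera adjusted p = 0.0179, and adjusted p = 0.937 with an estimated correlation). MVK, mevalonate kinase, had 0.25 and INSIG1, a sterol sensor partner, 0.17. The interferon median was 0.32 in knockdown 1 and 0.01 and 0.05 in the others, and without that library the camera adjusted p was 0.825 for interferon and 0.118 for cholesterol. The interferon call was also lost without control 1 (0.0547) or control 3 (0.131), and the cholesterol call without control 2 (0.0506) or knockdown 2 (0.0727) and with array weights (0.416).

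**Figure D3:**
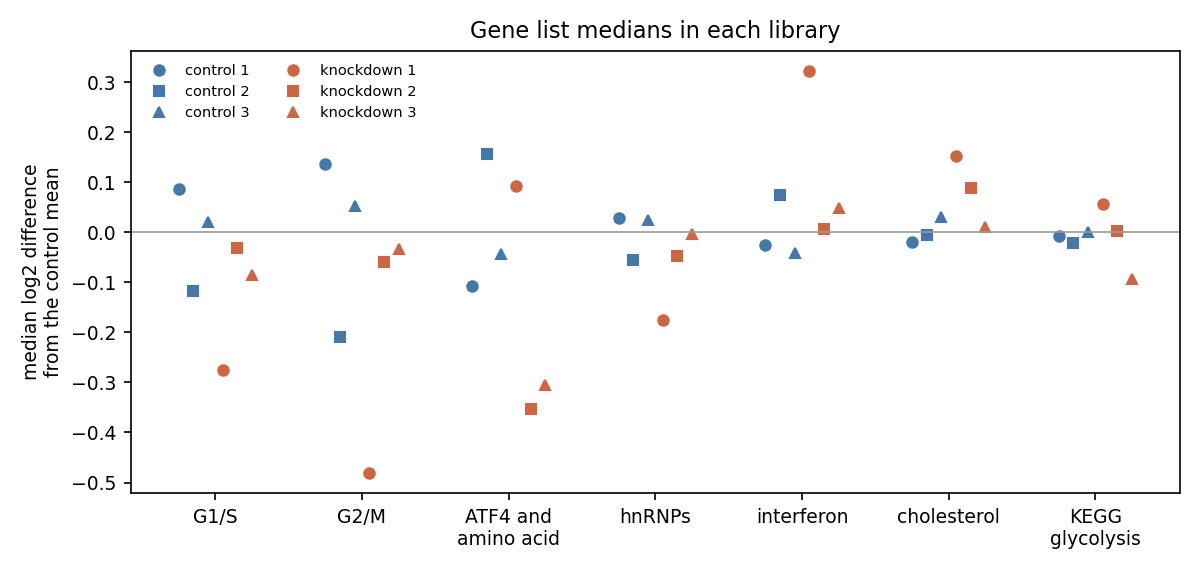
Median log2 difference from the control mean (vertical axis) over the tested members of 7 gene lists (horizontal axis), with 1 symbol per library, control in blue and ANXA2P1 knockdown in orange. Knockdown 1 lies lowest for G2/M (−0.48) and highest for interferon (0.32), while for ATF4 genes it lies at 0.09 and the other knockdown libraries at −0.35 and −0.31.

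RNA processing genes were examined because hnRNP F acts on mRNA. Of 26 tested hnRNP genes, HNRNPF fell, 18 were negative and the median was −0.06 (camera adjusted p = 0.0360, and adjusted p = 0.937 with an estimated correlation). Adjusted over the list alone 2 fell, the other being HNRNPUL1 with a log2 fold change of −0.29. The camera adjusted p of the hnRNP list was 0.505 without knockdown 1, 0.101 without control 1 and 0.149 without control 3. Among 22 cleavage and polyadenylation genes, none passed over all genes and 2 fell adjusted over the list alone. These were CLP1, a subunit of a cleavage factor, and NUDT21, which guides the choice of poly(A) site, with log2 fold changes of −0.52 and −0.33. The 3′UTRs of both hold the words CCAGTA and CCATAT, and genes with these words lay lower as a group. Whether that bears on CLP1 and NUDT21 was not tested. The cleavage and polyadenylation list had a median of 0.00, a mean of −0.04 and a camera adjusted p of 0.354. The 24 SR protein and splicing genes had a median of −0.03 and no call over all genes or adjusted over the list alone (camera adjusted p = 0.172).

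No other list passed with all 6 libraries of equal weight. Over all genes no member of them passed, and adjusted over the list alone 1 fell among 74 respiratory chain genes (NDUFB5, median 0.04, camera adjusted p = 0.271), 1 among 13 hypoxia genes (BNIP3L, 0.01, with a mean of −0.05, 0.427) and 1 among 11 intestinal epithelium markers (REG4, −0.15, 0.284), while 1 rose and 1 fell among 15 histone genes (H2BC5 and H1-4, 0.04, 0.734). Adjusted over the list alone none passed among 10 annexins (median 0.03, camera adjusted p = 0.736), 24 endoplasmic reticulum stress genes (0.02, 0.994), 19 heat shock genes (0.04, 0.339), 25 tricarboxylic acid cycle genes (0.00, 0.994), 79 ribosomal protein genes (0.03, 0.652), 13 mitochondrially encoded genes (0.00, 0.871), 26 migration genes (−0.02, 0.271) and 6 stomach epithelium markers (0.08, 0.339). Fibroblast and endothelial markers (3 tested) and blood cell markers (1 tested) were too few for the test, and none of them passed. Without knockdown 1, camera also called the heat shock list higher (median 0.18, camera adjusted p = 0.00041, and adjusted p = 0.926 with an estimated correlation), and the ribosomal protein list (−0.05, 0.0279, and adjusted p = 0.972 with an estimated correlation), the migration list (−0.09, 0.0279, and adjusted p = 0.926 with an estimated correlation) and the Wnt target list (−0.08, 0.0189, and adjusted p = 0.926 with an estimated correlation) lower. With array weights it also called the MYC target and ribosomal protein lists lower (camera adjusted p = 0.00184 and 0.0298, and adjusted p = 0.898 for each with an estimated correlation).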

Values the study reported

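For RNA-seq of AGS cells after ANXA2P1 knockdown, the study reported 456 lower genes, among them hnRNP F and HK2, and 176 higher genes, at a fold change above 1.2. It reported 4746 genes as potentially bound by hnRNP F in RIP-seq, and HK2 as the only glycolysis gene of KEGG common to the lower and the bound genes.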

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

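Removal of the GC and length trend and voom weights were chosen after the data were seen, and the other settings were planned. HNRNPF was past the adjusted p in 14 of 19 settings and HK2 in 11 of 19, and both kept their direction in each. Without trend or robust settings, limma called 0 genes (1168 at an unadjusted p under 0.05), with log2 fold changes of −0.91 for HNRNPF (limma adjusted p = 0.0921) and −0.53 for HK2 (limma adjusted p = 0.0933). With array weights HK2 had −0.54 (limma adjusted p = 0.0533), the camera adjusted p of the KEGG list was 0.00963 (adjusted p = 0.898 with an estimated correlation) and 56.1% of the genes at the study's thresholds were lower. With a pseudocount of 1, 341 genes were at these thresholds and 73.6% were lower, and 73.1% were lower after rescaling to a common total. With the GC and length trend removed, 62 genes passed, among them 11 of the 14, and SLC30A7, VANGL1 and ASF1A did not (limma adjusted p = 0.0728, 0.0717 and 0.0662). The cholesterol list had a camera adjusted p of 0.416 with array weights. With an estimated correlation or in fry, 0 lists passed, with a camera adjusted p of 0.937 and a fry adjusted p of 0.873 for each of the 6 lists. The estimated correlations were 0.56 for G1/S, 0.82 for G2/M, 0.72 for ATF4, 0.40 for interferon, 0.18 for hnRNPs and 0.11 for cholesterol. Each is above the preset of 0.01, on which the 6 camera calls rest. The correlation is not all that differs between the 2 camera tests. Annexins without knockdown 1 had an estimated correlation of −0.0511, below the preset. Their unadjusted camera p still rose from 0.303 to 0.361. That of the stomach epithelium markers, with an estimated correlation of 0.0130, rose from 0.209 to 0.280. How much of the loss of the calls follows from the correlation was not tested. The cause of the fry result and of the other shifts in this paragraph was not tested.

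Leaving out 1 library in turn gave 0 to 256 genes past the adjusted p in limma, 485 to 992 at the study's thresholds, 59.6 to 70.6% lower, 4 to 9 lists, and a KEGG list adjusted p of 0.0159 to 0.927, reversed without knockdown 3. The log2 fold change of HNRNPF ranged from −0.96 to −0.82 (limma adjusted p = 0.00119 to 0.317) and that of HK2 from −0.56 to −0.49 (limma adjusted p = 0.00393 to 0.325). Fewer libraries alone lower the power. Without knockdown 1, 15 named genes with no call in the reported fit passed, MYC among them (limma adjusted p = 0.0132). With the GC and length trend removed 6 did, MYC again among them (limma adjusted p = 0.0419). Genes with no call near 0 changed sign. CDK4 had −0.0438 with array weights, −0.00616 with the GC and length trend removed, and −0.0247 to 0.104 with a library left out. ANXA2 ranged from −0.0329 to 0.117 and SFPQ from −0.0122 to 0.0742 with a library left out.

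With the replicate number as a block 1 gene passed (HK2 log2 fold change −0.53, limma adjusted p = 0.112). Libraries with the same number did not deviate together (correlations −0.34, −0.47 and −0.12 across genes), so no pairing by number was seen. A smaller shared effect is not excluded, because centring within each group ties these correlations together and knockdown 1 stood apart. ANXA2P1 had no value in any setting.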

Other observations

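The tests of single seeds, of composition without 1 word and in held-out genes, of zinc finger genes against random lists, of the annotated ANXA2P1 transcript, of counting error at HNRNPF and of splits for adjusted calls were chosen only after the result was seen.

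Without knockdown 1 single ATF4 and amino acid genes passed the test. In that fit, with 256 genes past the threshold, 10 of 27 members fell in limma, with a median of −0.35, and MTHFD2 had an adjusted p of 0.00218. DUSP6 and SPRY4, which feed back on ERK signaling, had log2 fold changes of −0.42 and −0.39, and the transcription factor genes ETV4 and ETV5 had −0.49 and −0.27, none past the limma adjusted p, and these genes were picked after their values were seen. Lower ERK output is a hypothesis for these genes and CCND1, but the other 5 genes of an ERK list had a median of −0.09, at the percentile 6.68 of 10000 matched random lists (1.41 without knockdown 1), which leaves it undecided.

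Knockdown 1 lay apart from the other libraries. Its median distance to the other 5 libraries was 1.54 times the distance among them in the lowest of 10 thinnings to equal reads, as it was without thinning, which argues against depth. With a trend on GC content and transcript length removed the ratio was 1.34, above the bound of 1.2 set for that explanation, although GC content moved with the library (rank correlation 0.60 across genes). The log2 fold changes from all libraries also followed GC content (rank correlation 0.40 over 10781 genes), and hardly did so without knockdown 1 (0.04). At the study's thresholds the median transcript GC content was 42.5% for lower genes and 57.1% for higher genes, beside 48.9% for all tested genes. What else set knockdown 1 apart stays open, and no biological explanation was tested.

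Genes with certain 7-letter words in the 3′UTR lay lower after knockdown, and among 16127 words the lowest were CCAGTAA (z = −16.2, 968 genes) and ACCAGTA (z = −15.2, 756 genes), the seed sites of HK2 shRNA 2 of the study (both in the lowest 0.0124%), and TCCATAT and CCATATA (z = −8.37 and −7.78), the sites of hnRNP F shRNA 1, were in the lowest 0.0434%, all 4 with 1 sign in each control library and the other sign in each knockdown library. Seeds of both hnRNP F hairpins had been set as the test, and the lower rank was 0.0372% and the other 77.2%, so that test stays undecided, and no other listed hairpin had both sites in the lowest 1%. ACCAGTA lay −11.4 in z from the lowest other word of its letters without CCAGTA (1.01 with its own seed partner). This decides nothing, because the word was picked from the same values. CCAGTAA was picked as the lowest word in 5314 genes and measured in the other 5313. There it lay −8.09 in z from GCATCAA, the lowest of 388 other words of its letters. Words holding CCAGTA or CAGTAA, ACCAGTA among them, were left out of these 388. Composition is thus argued against for CCAGTAA only beside words that do not overlap it in this way. The annotated ANXA2P1 transcript of 926 bases has 0 of the lower words named above on either strand. A candidate explanation is that hairpins against HK2 and hnRNP F were present in the cells of the knockdown libraries, which would also lower HNRNPF and HK2 directly, but a longer ANXA2P1 transcript, another small RNA with these seeds and an effect of ANXA2P1 loss on both mRNAs stay open, and the sequences of the ANXA2P1 shRNA pool are not given in the sources used here. By other methods the study describes less HK2 mRNA and protein when ANXA2P1 was suppressed, in AGS cells and in another gastric cancer line. It describes more of both in a further line when ANXA2P1 was overexpressed, and changes of hnRNP F with either. The lower HK2 runs the way the labels say, and none of these experiments was analysed here.

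A split of the genes by these words cannot decide whether they account for the excess of lower genes, because the words were singled out from the same fold changes and the split is not matched on 3′UTR length or GC content. Among genes with either word, CCAGTA or CCATAT, 271 were lower and 37 higher at the study's thresholds (88.0%), and among genes with neither 86 were lower and 124 higher, or 41.0% lower (95% interval 34.2 to 47.9%). Of the 12 lower genes past the adjusted p in limma, 9 held either word (75.0%, beside 38.3% of all tested genes), all but HNRNPF, HK2 and PIM1. Without knockdown 1, 145 of the 192 lower genes past it with an annotated 3′UTR held either word (75.5%). The share of lower genes stayed at 65.5% with the GC and length trend removed and 66.0% without knockdown 1, above the bound of 60% set for each of these explanations. With median centring it was 71.4%, also above the bound set for scaling. The median log2 fold change of all genes was 0.0102 before centring and 0.00385 after it. Centring thus had little offset to remove and could hardly have lowered the share. The share was under 60% with array weights (56.1%) and without control 2 (59.6%).

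The loss of HNRNPF was not made up by reads moving to HNRNPH1, HNRNPH2 and HNRNPH3, which gained 6.29% of it together (4.44 of 70.6 FPKM). The ratio of its summed reads was 0.532 (0.522 to 0.541 by counting error). HNRNPF holds the 19 bases of hnRNP F shRNA 1 on chromosome 10 from 43386928 to 43386946 in exon 3 of 3, and HK2 those of HK2 shRNA 2 on chromosome 2, from 74834637 to 74834643 in exon 1 and from 74854293 to 74854304 in exon 2 of 18, all in coding sequence (hg38).

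Genes with CGGAGA lay higher after knockdown, and CGGAGAA and TCGGAGA were the highest words (z = 7.63 and 5.83). They are the sites of the sense strand of the scramble shRNA, in the highest 0.0124%, and were singled out from these same fold changes. The sites of its antisense strand, TGTCACG and GTCACGA, had z = 1.06 and −0.203. CGGAGAA and TCGGAGA had negative z in each control library (−6.75 to −2.46) and positive z in each knockdown library (1.93 to 4.51). A candidate explanation is that the sense strand lowered genes with CGGAGA in the control. It was not tested apart from the ranking and these z values, which come from the same libraries. Zinc finger genes had a median of 0.08 over 391 genes, with 17 higher and 2 lower at the study's thresholds and 0 past the limma adjusted p with all libraries (10 higher and 1 lower past it without knockdown 1). The median was at percentile 100 of 10000 random lists, which takes no account of correlation between genes. Across 390 of them the fold change had a rank correlation of 0.174 with the number of CGGAGA words (permutation p = 0.00059) and 0.104 with TGGAGA words, but 0.0549 and 0.378 without knockdown 1, which leaves these genes undecided.

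The 6 libraries can be split in 10 ways, too few for a share under 0.05. For genes past the adjusted p, 1 of 10 splits gave 14 or more, with 0 as the highest other. At the study's thresholds 2 of 10 gave 528 or more, and the highest other was 546, from control 1 with knockdown 2 and 3.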
